A study of Homo sapiens with 4 samples.

How the data were processed

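Gene expression was measured by RNA sequencing in 4 libraries of VM-CUB1, an established human bladder cancer cell line. Per the labels, total RNA was isolated with a Direct-zol kit and sequencing libraries were made at a genomics service laboratory by standard Illumina protocols. The groups were taken from the sample titles. They were cells transfected with PAK4 siRNA, cells transfected with a non-targeting siRNA, cells given the PAK4 inhibitor PF-3758309 at 5 nM for 4 days, and cells given the solvent DMSO for 4 days. Each group had 1 library, so there were no replicates, no p-value for a difference between conditions was computed, and no difference between groups could be set against a spread between replicates. The siRNA pair and the inhibitor pair shared no library. The dose of the siRNA and the time after transfection were not stated in the labels.

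The deposited table held 1 normalised signal value per gene and library for 60619 Ensembl gene identifiers. The aligner, the counting program, the annotation, the strand setting and the genome build used by the authors were not stated in the labels or the table. In the deposited values, the signal of every gene was a whole multiple of the value of 1 read, so each value equals a read count divided by a size factor of the library. Read counts were recovered from the deposited signal by dividing by that step, and 100% of the non-zero values came out whole in each library. The recovered size factors were 0.756 for PAK4 siRNA, 1.32 for non-targeting siRNA, 1.02 for the inhibitor and 0.980 for DMSO. The 2 factors of each pair multiplied to 1, the outcome of scaling each pair on its own by the median ratio. Values of the siRNA pair and of the inhibitor pair were therefore not on a common scale as deposited, which matters for every comparison across the pairs.

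Recovered reads summed to 4501615 for PAK4 siRNA, 7345300 for non-targeting siRNA, 6854888 for the inhibitor and 6532350 for DMSO. A single read corresponded to a deposited value of 1.32, 0.756, 0.980 and 1.02 in the same order. The shallowest library was thus a treated one, and genes with few reads were measured least precisely there.

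Deposited values were used without further scaling. Fold changes are differences of log2(value + 1), which understates the change of genes with low values. Genes entered a comparison when their mean value over the 4 libraries was at least 1, and a gene was counted when it differed at least 2-fold. A 95% counting interval of each log2 ratio was computed by the exact Clopper-Pearson method from the recovered reads of the 2 libraries. Such intervals cover counting error only, since reads without molecular identifiers are not independent molecules, and they hold no biological variation. A fold against a library with fewer than 3 reads was computed against 3 reads and is written as at least that fold. This is a convention that holds no counting error, and the counting interval, which can reach closer to no change, is given beside it. Against exactly 3 reads the observed ratio is given with its interval. To show how many genes counting error alone carries past 2-fold, reads of each pair were redrawn 20 times under equal expression. An exact binomial test on the recovered reads of each pair with Benjamini-Hochberg adjustment at 0.05 compared the 2 libraries, not the conditions. It called 6844 of 24982 genes in the siRNA pair, 4885 in the inhibitor pair and 11518 between the controls.

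The design had foreseen 1 branch for raw counts, scaled by TMM, and another for normalised values used as deposited. The table held normalised values from which whole reads could be recovered, so the second branch was followed and TMM scaling of the recovered reads was added as an alternative.

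The comparisons, gene lists, naming rule and a first set of other settings were fixed before the data were examined. The 14 gene lists held 253 genes, all of which were matched to the table. For each list with at least 8 members past the expression minimum, the median log2 fold change was placed among 10000 random lists of equal size matched on mean expression in 20 bins. A list was said to stand apart when its percentile lay within 2.5 of either end. For lists of randomly drawn genes, 0.7 of 14 would do so in a comparison. Members of the lists used here can vary together, so this number does not give how often such lists stand apart by chance. These percentiles describe the libraries and are not tests of the conditions. Named genes were the PAK family and the 5 largest rises and 5 largest falls of each comparison, at a mean value of at least 5 and with a counting interval that excluded no change. Also named were the 5 highest and 5 lowest genes moved past 2-fold the same way in both comparisons, and members past 2-fold of lists that stood apart. Genes named outside this rule are marked as chosen after their values were seen. Some genes that met the rule are not reported here.

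Symbols came from a gene name table that held 93.1% of the identifiers. Positions, gene types and overlaps came from GENCODE release 29 on GRCh38, which held 93.9% of the identifiers and 97.6% of those with reads. The positions are those of this annotation, as the authors' build was not stated. Genes overlapping another gene, and genes with near-identical copies, are uncertain because it was not stated how such reads were counted.

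Other settings fixed in advance were a pseudocount of 0.1 or 5, 1 median-ratio scaling over all 4 libraries, equal totals, no expression minimum, a mean of at least 5, and thresholds of 1.5-fold and 3-fold. For equal totals, every library was scaled to the mean total of the 4 libraries so that the minimum and the pseudocount kept their meaning. Settings added after the data were seen were TMM-scaled CPM, a counting interval that excluded no change, equal read depth, removal of trends with GC content and transcript length, and a mean of at least 50. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and R 4.3.3, with edgeR 4.0.16 for TMM and DESeq2 1.42.0 for median-ratio factors.

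The procedure was tested on simulated reads in which 200 genes were changed 4-fold. Reads were recovered exactly for 100% of 60619 genes. In the siRNA pair, 88.7% of the 194 changed genes past the expression minimum were called in the right direction, and 100% of the 86 with a mean of at least 50. Of the unchanged genes, 12.2% of 24781 passed 2-fold through counting error, against 0.0095% of the 10530 with a mean of at least 50. Redraws of the observed siRNA pair gave more at that minimum, a median of 20.5 of 10618 genes. The simulated share thus understates counting error there. In the inhibitor pair, 91.8% of 194 changed genes were called in the right direction, and 11.6% of 24781 unchanged genes passed 2-fold. A planted list of raised genes was placed at percentile 100, and 3% of 200 random lists stood apart.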

Results

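The data comprised RNA-seq profiles of VM-CUB1 bladder cancer cells in which the p21-activated kinase PAK4 was targeted in 2 ways. An siRNA reduces the transcript itself, whereas PF-3758309, labelled a PAK4 inhibitor, is a small molecule directed at the kinase protein. The selectivity of the siRNA and of the inhibitor for PAK4 was not examined, so effects on other targets stay open throughout. Each treated library had its own control, a non-targeting siRNA or the solvent DMSO, and each of the 4 groups had 1 library. Library depth ranged from 4501615 reads for PAK4 siRNA to 7345300 reads for non-targeting siRNA. Of the 60619 genes listed, 36425 had at least 1 read, and between 23906 genes in the PAK4 siRNA library and 28988 in the inhibitor library had reads. The 10 most abundant genes took 7.39% of reads in the PAK4 siRNA library, 4.69% with non-targeting siRNA, 5.98% with inhibitor and 5.95% with DMSO. Protein-coding genes took between 88.9% and 91.9% of reads. All 37 mitochondrial genes were listed at 0 in each library.

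The first comparison asked whether the targeted transcript was lower in the library labelled PAK4 siRNA. PAK4 (ENSG00000130669) is a protein-coding gene on chromosome 19 from 39125770 to 39182816. Its normalised read count was 26.5 with PAK4 siRNA, from 20 reads, and 203 with non-targeting siRNA, from 269 reads. The log2 fold change was -2.90, with a 95% counting interval of -3.68 to -2.29. The alternative that moved it most was a pseudocount of 5, which gave -2.73. With inhibitor the normalised count was 215, from 219 reads, and with DMSO it was 217, from 213 reads. The inhibitor log2 fold change was -0.02, with an interval of -0.30 to 0.26, so no difference in PAK4 transcript was detectable at this depth.

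Among the other PAK family members, PAK1 fell in both comparisons, by 0.79 on the log2 scale with siRNA and by 0.80 with inhibitor. The counting intervals were -1.18 to -0.42 and -1.30 to -0.34, and 14.8% of the PAK1 exonic sequence overlapped another annotated gene. PAK2 differed between the comparisons in direction. Its log2 fold change was -0.75 with siRNA, with an interval of -0.87 to -0.64, and 0.26 with inhibitor, with an interval of 0.15 to 0.37. These directions of PAK1 and PAK2 held under each scaling tried. PAK6 had at most 16 reads in a library and overlapped other genes over 44.1% of its exonic sequence. Its changes of -0.47 and -0.05 had intervals that included no change. PAK3 and PAK5 each had 1 read, in the DMSO library.

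**Figure D1:**
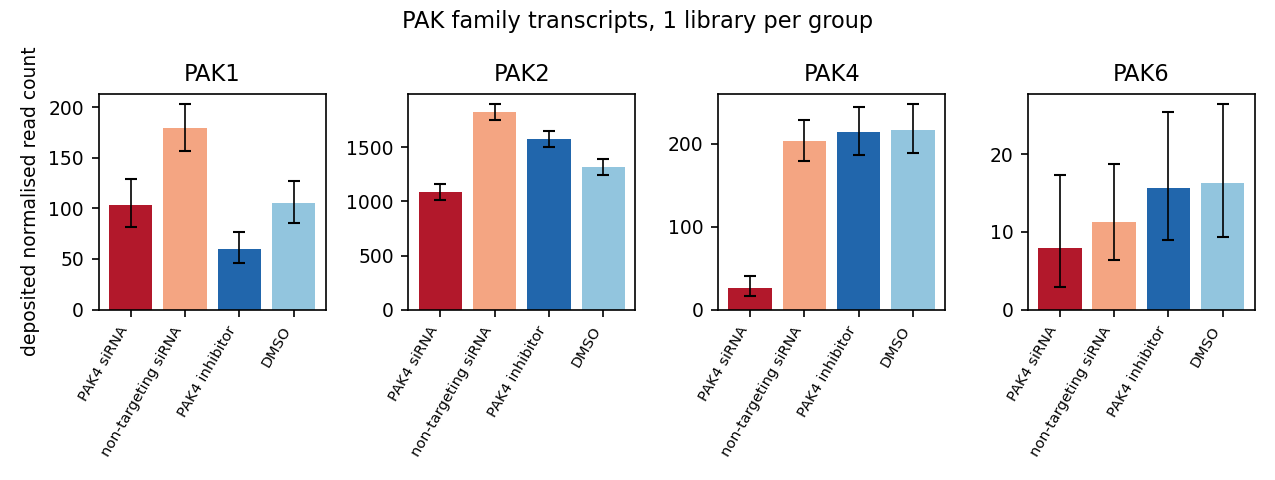
Normalised read counts (vertical axes, as deposited) of 4 PAK family genes in the 4 libraries (horizontal axes), with whiskers for the 95% Poisson counting interval of the reads. PAK4 stood at 26.5 with PAK4 siRNA and between 203 and 217 in the other libraries.

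The siRNA comparison asked which transcripts differed after PAK4 knockdown. Of 24982 genes past the expression minimum, 7392 differed at least 2-fold from the non-targeting control, 3659 higher and 3733 lower. Counting error alone gave a median of 3129 such genes over 20 redraws. The alternative that moved the count most was a mean value of at least 50. It left 1595 of 10618 genes, 740 higher and 855 lower, where counting error gave 20.5.

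The largest rises included RNU1-4 (ENSG00000207389), a copy of the U1 small nuclear RNA gene on chromosome 1. It had 268 reads with PAK4 siRNA and 0 with the control, at least 156-fold higher against 3 reads, with a counting interval that began at 6.98 on the log2 scale. RNU1-2, whose annotated sequence is 100% identical to that of RNU1-4, had 273 reads against 8, so reads of the 2 genes cannot be assigned with certainty. SPRR1B (ENSG00000169469), on chromosome 1 from 153031202 to 153032900, had 166 reads against 3, a ratio of 96.8 with a log2 counting interval of 5.03 to 8.89. TAGLN (ENSG00000149591), on chromosome 11 from 117199321 to 117204782, had 537 reads against 16 and a log2 fold change of 5.76, with an interval of 5.16 to 6.69. An identifier without a symbol, ENSG00000275209, had 153 reads against 3, a ratio of 89.3 with a log2 interval of 4.91 to 8.77.

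The 5 falls that ranked highest on the log2(value + 1) scale were in protein-coding genes. H4C14, a histone H4 gene, had 0 reads against 60 and was at least 11.4-fold lower, with a log2 interval that ended at -3.17. It had 0 reads in the inhibitor and DMSO libraries as well. A high value in the non-targeting library alone thus cannot be told from a fall with PAK4 siRNA. VANGL2 had 0 reads against 43, PELI2 had 0 against 36, and TRMT10A had 0 against 29. They were at least 8.19-fold, 6.86-fold and 5.52-fold lower, with intervals that ended at -2.67, -2.40 and -2.07. TGFBR3 (ENSG00000069702), on chromosome 1 from 91680343 to 91906335, had 2 reads against 108, at least 20.6-fold lower, with an interval of -8.01 to -3.06.

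The inhibitor comparison asked which transcripts differed after 4 days with PF-3758309 at 5 nM. Of the same 24982 genes, 5307 differed at least 2-fold from DMSO, 2691 higher and 2616 lower, and counting error alone gave 2628. At a mean of at least 50 the count was 317, with 130 higher and 187 lower, where counting error gave 4.

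The rises that ranked highest on the log2(value + 1) scale included TMEM59L (ENSG00000105696), on chromosome 19 from 18607430 to 18621039, with 22 reads against 0, at least 7.04-fold higher, with an interval that began at 2.40. RNVU1-31, a variant U1 gene whose sequence is 98.8% identical to RNU1-4, had 2305 reads against 105, a log2 fold change of 4.39, and was the only one of the 5 named rises with more than 3 reads in the DMSO library. NBPF25P and OR2W6P, annotated as pseudogenes, rose at least 6.40-fold and 5.44-fold, and the unnamed ENSG00000269202 rose at least 8.96-fold. Their intervals began at 2.25, 1.99 and 2.15. The largest falls were in FP236383.3 and FP236383.2, which are annotated as long non-coding RNA genes on chromosome 21 and have identical annotated sequences. FP236383.3 had 11 reads against 2138, a log2 fold change of -7.53. FP236383.2 had 12 reads against 2132, a log2 fold change of -7.41. RNU1-27P and RNU1-28P, both 100% identical to RNU1-4, were at least 19.8-fold and 7.64-fold lower, with intervals that ended at -3.35 and -2.51. GUCY1B1 had 0 reads against 10, at least 3.47-fold lower, with an interval that ended at -1.22.

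As a background, the non-targeting and DMSO libraries were compared, in neither of which PAK4 was targeted. They differed at least 2-fold at 11184 genes, more than either treated library differed from its own control. The non-targeting library was higher at 2705 of these and lower at 8479, with a median log2 difference of -0.46 over all genes. At a mean of at least 50, 3428 genes differed and 29.5% of these were higher in the non-targeting library. This split depended on the scaling. With 1 median-ratio scaling over the 4 libraries, 1872 genes were higher and 1347 lower, so 58.2% were higher. The share was 47.2% with equal totals and 59.5% with TMM. The median difference over all these genes was -0.30 as deposited, 0.12 with median-ratio scaling, -0.03 with equal totals and 0.14 with TMM. The number of genes that differed between these libraries also contains the transfection, the solvent and any difference in handling between the 2 experiments.

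**Figure D2:**
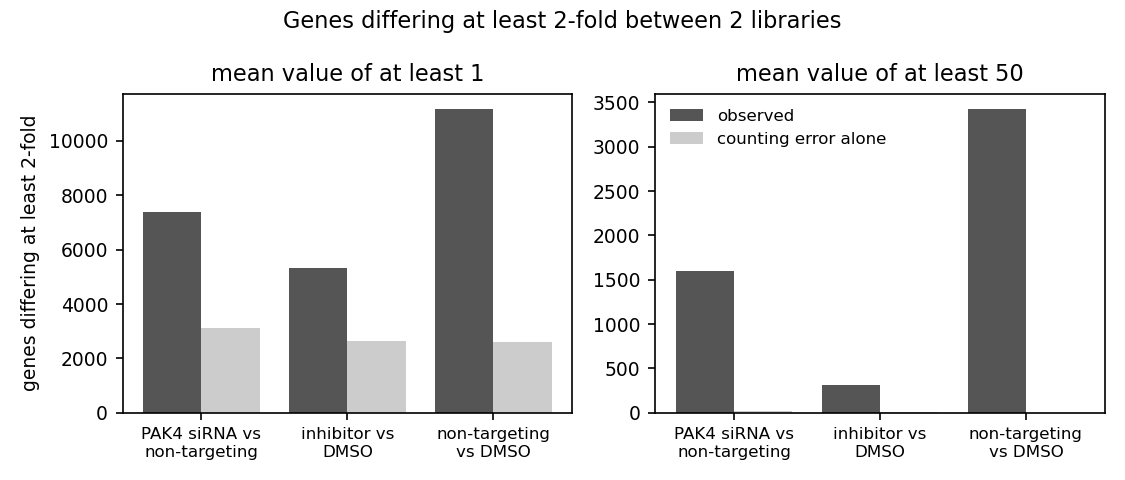
Genes that differed at least 2-fold (vertical axes, number of genes) in the 2 comparisons with treatment and between the controls, for a mean value of at least 1 (left) and 50 (right). Dark bars are observed counts and light bars the median of 20 redraws with counting error alone, which at a mean of at least 50 was 20.5, 4 and 1.

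A further comparison asked whether knockdown and inhibitor moved the same genes. Past 2-fold, 1223 genes moved the same way, 640 higher and 583 lower, where independent comparisons would give 785. Opposite movement was seen at 1035 genes, where 785 would be given. A mean of at least 50 moved this result most and left 104 genes the same way, 42 higher and 62 lower, against 24.1 by independence, and 38 opposite against 23.5. Across genes, which are not independent replicates, Pearson's r between the 2 sets of log2 fold changes was 0.05 and Spearman's rho was 0.06. At a mean of at least 50 they were 0.17 and 0.14. The 2 other ways of forming pairs from the 4 libraries gave an r of 0.50 between the experiments and -0.46 when crossed.

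SEMA7A (ENSG00000138623), on chromosome 15 from 74409289 to 74433958, rose in both. It had 2394 reads against 426 with siRNA, a log2 fold change of 3.29, and 39 against 3 with inhibitor, a ratio of 12.5 with a log2 interval of 1.99 to 5.98. KRT6C rose by 2.75 on the log2 scale with siRNA and had 25 reads against 3 with inhibitor, with an interval of 1.29 to 5.37. PAMR1 had 15 reads against 3 with siRNA, with an interval of 1.31 to 5.56, and 38 against 2 with inhibitor, at least 12.2-fold, with an interval that began at 2.24. PRKAG3 had 5 reads against 0 with siRNA, at least 2.92-fold, and 29 against 3 with inhibitor, with intervals that began at 0.68 and 1.53. VANGL2 fell in both, with log2 fold changes of -5.07 and -2.32, the first from 0 reads. CXCL6 fell by 2.20 and was at least 5.90-fold lower with inhibitor, with an interval that ended at -1.47. HPGD fell by 3.22 with inhibitor, whereas its siRNA value rested on 0 reads against 5 and an interval that included no change. FP236383.2 and FP236383.3 fell in both comparisons, but FP671120.3, of identical annotated sequence, had 3612 reads against 852 with siRNA. The sum over these 3 copies rose with siRNA, with a log2 ratio of 2.58. Their siRNA fall thus cannot be told from reads divided differently among copies. Among genes with more reads, chosen after their values were seen, FLNA rose by 1.26 and 1.40. Its intervals were 1.22 to 1.30 and 1.34 to 1.47. KRT6A rose by 2.18 and 1.46. MCM3 fell by 1.42 and 1.34, and RRM2 fell by 1.51 and 1.76.

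**Figure D3:**
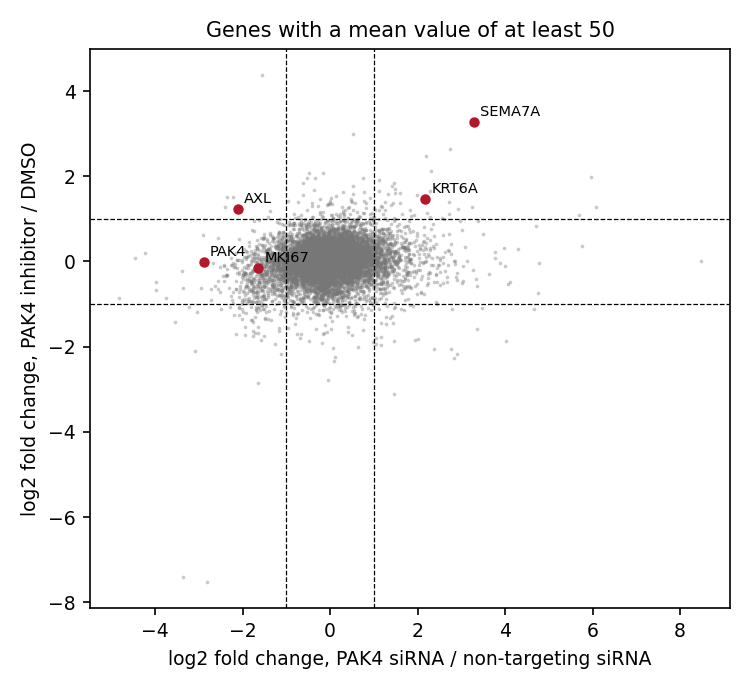
Log2 fold change with PAK4 siRNA (horizontal axis) against log2 fold change with PAK4 inhibitor (vertical axis), 1 point per gene with a mean value of at least 50, dashed lines at 2-fold and red points for named genes. Past the lines, 104 genes lay in the same direction in both comparisons and 38 in opposite directions.

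Gene lists were compared with expression-matched random lists. With PAK4 siRNA, the median log2 fold change of 25 mitosis genes was -1.62, at percentile 0, and all 25 were lower. The alternative that moved it most was equal totals, at -1.72. MKI67, a list member, had 1196 reads against 6582 and a log2 fold change of -1.65, with an interval of -1.74 to -1.56. DNA replication genes had a median of -1.46 at percentile 0, with 24 of 25 lower. The 11 urothelial basal genes were all higher, with a median of 2.16 at percentile 100. Medians of the other lists that stood apart were 1.06 for epithelial genes, 0.85 for urothelial luminal genes and 0.75 for sterol synthesis genes. They were 0.73 for actin and SRF/YAP targets and 0.53 for NF-kB targets. Of 8 luminal members, 6 were higher and 2 lower, and 3 of the 8 had 3 reads or fewer in a library. Actin and SRF/YAP targets had 13 of 19 members higher, and CCN2 (-1.58), ANKRD1 (-2.13) and AXL (-2.11) were among the 6 lower. ATF4 stress response genes had a median of 0.34 at percentile 97.6 and no longer stood apart under 4 of the alternatives. Medians for p53 targets (0.21), mesenchymal genes (-0.12), interferon response genes (-0.14), Wnt targets (-0.41) and hypoxia genes (0.19) lay within the range of random lists, although p53 targets stood apart under 3 of the alternatives, at 0.25 to 0.33. With members of 3 reads or fewer at their bound, the interferon median became -0.29 and the Wnt median -0.20.

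With inhibitor, DNA replication genes had a median of -0.69 at percentile 0, and all 25 were lower. The median of the mitosis genes was -0.03 at percentile 15.5, with 13 of 25 lower. Interferon response genes were lower, with a median of -0.63 at percentile 0.01 and 17 of 21 members lower. Sterol synthesis genes had a median of -0.21 at percentile 0.26, and ATF4 stress response genes -0.19 at percentile 1.19, which at equal depth was -0.15 and no longer stood apart. Actin and SRF/YAP targets had a median of 0.42 at percentile 99.99, with 15 of 19 members higher. The list was not uniform. CCN2 fell by 0.96, from 15 reads against 29. ANKRD1 had 0 reads against 6, at least 2.08-fold lower, with an interval that ended at -0.29. Both were also lower with siRNA, whereas CCN1 rose in both comparisons. Urothelial basal genes had a median of 0.37 at percentile 99.9. Mesenchymal genes had a median of 0.50 at percentile 99.6, although 7 of 13 members were higher and 6 lower, and the sign changed without an expression minimum. The remaining medians lay within the range of random lists, at 0.00 for p53 targets, -0.00 for epithelial, -0.13 for luminal, 0.14 for Wnt, -0.04 for NF-kB and 0.11 for hypoxia genes. The sign of the p53 median changed with the scaling, and NF-kB targets stood apart at a mean of at least 50, with a median of -0.32. With members of 3 reads or fewer at their bound, medians were -0.61 for interferon, -0.12 for luminal, 0.02 for Wnt, -0.03 for NF-kB and 0.10 for hypoxia genes.

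The same lists also differed between the 2 controls. In the non-targeting library relative to DMSO, mitosis genes had a median of 2.30 and DNA replication genes 1.21, each with 25 of 25 members higher and at percentile 100. ATF4 stress response genes had a median of -2.45, interferon response genes -1.94, epithelial genes -1.05, p53 targets -0.94, luminal genes -0.94, hypoxia genes -0.78 and basal genes -0.10. Medians were 1.09 for sterol synthesis genes, 1.03 for NF-kB targets, 0.73 for Wnt targets, 0.61 for actin and SRF/YAP targets and 0.52 for mesenchymal genes. Luminal, basal and hypoxia genes lay within the range of random lists, but with a pseudocount of 0.1 the luminal median was -1.85 and stood apart, as did hypoxia genes at -0.95 with a mean of at least 5. Epithelial genes had 7 members higher and 8 lower, and without an expression minimum their median was -0.63 and no longer stood apart. The p53 targets no longer did so at a mean of at least 50, with a median of -0.75. With members of 3 reads or fewer at their bound, medians were -0.44 for luminal, -1.76 for interferon, 0.68 for NF-kB and 0.68 for Wnt genes. The basal median was above 0 under each scaling other than the deposited one. Sizes of the other medians also depended on the scaling, as the pairs had no common scale as deposited. With 1 median-ratio scaling over the 4 libraries, medians were -0.64 for epithelial genes, -0.54 for p53 targets and -0.37 for hypoxia genes. They were -2.04 for ATF4 stress response genes, 0.92 for mesenchymal genes and 2.71 for mitosis genes. Under both scalings 11 lists stood apart.

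**Figure D4:**
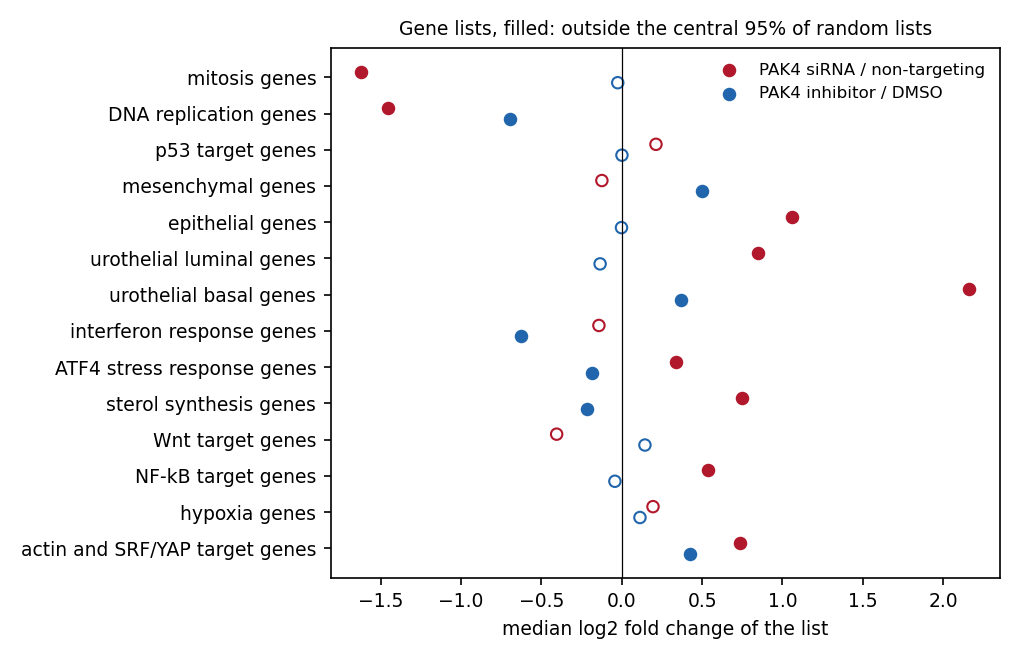
Median log2 fold change (horizontal axis) of 14 gene lists (vertical axis) for PAK4 siRNA against non-targeting siRNA (red) and PAK4 inhibitor against DMSO (blue). Filled points lay outside the central 95% of 10000 expression-matched random lists, and mitosis genes stood at -1.62 with siRNA and -0.03 with inhibitor.

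Some regions had almost no reads in any library, so their genes could not be compared. On chromosome 6 between 29 and 33 Mb, 150 of 152 protein-coding genes had at most 3 reads in each library, and 143 had 0. The share at 3 reads or fewer was 98.7% there and 26.5% over the rest of chromosome 6. This interval holds the major histocompatibility complex.

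**Figure D5:**
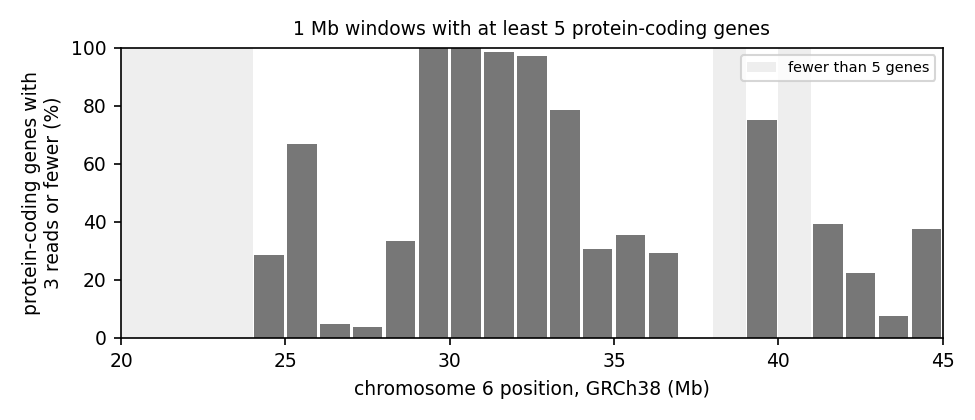
Share of protein-coding genes with 3 reads or fewer in all 4 libraries (vertical axis, percent) in 1 Mb windows of chromosome 6 (horizontal axis, GRCh38 position of GENCODE release 29), with windows of fewer than 5 genes shaded. Windows from 29 to 33 Mb stood between 97.1% and 100%.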

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

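Apart from equal totals and median-ratio scaling, which were fixed in advance, the tests given in this part were chosen after the results were seen. Using those scalings to weigh an explanation was also chosen then. The results below moved in opposite directions in the siRNA and inhibitor comparisons. With 1 library per group the difference between the comparisons was not tested for any of them.

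Sterol synthesis genes had a median log2 fold change of 0.75 with siRNA and -0.21 with inhibitor, a difference of 0.97, and stood apart from random lists in both. With the GC and length trends removed, the inhibitor median was -0.27, and the scaling that brought it nearest to 0 left it at -0.23, with opposite signs throughout. These values argue against either trend or scaling as the whole cause. A difference between the treatments may underlie this, as may transfection, growth state or handling, none of which the design separates.

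ATF4 stress response genes had medians of 0.34 with siRNA and -0.19 with inhibitor, a difference of 0.52. The siRNA median was 0.24 with equal totals and 0.27 at equal depth, and in neither did the list stand apart. At equal depth the inhibitor median was -0.15, which no longer stood apart either. Members went both ways, with 9 of 16 higher with siRNA and 9 of 16 lower with inhibitor. This opposite movement could be no more than the spread among few genes, and no biological explanation was tested.

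PAK2 had log2 fold changes of -0.75 with siRNA and 0.26 with inhibitor, a difference of -1.01. The scaling that brought the inhibitor value nearest to 0 gave 0.20, so scaling between libraries was not the source of the opposite signs. The siRNA may act on PAK2 directly or through PAK4, or the control library may differ. The sequence of the siRNA was not analysed here, and these cannot be separated with 1 library per group.

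AXL had log2 fold changes of -2.11 and 1.22, a difference of -3.34. It had 844 reads against 6402 with siRNA and 1401 against 577 with inhibitor. It had more reads in the non-targeting library than in any other. A departing control is a candidate explanation, but over the 1595 genes past 2-fold in the siRNA comparison the non-targeting library was the farther one from the inhibitor pair at 56.4%, with lists that went either way, which leaves it open.

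RNVU1-31 had log2 fold changes of -1.55 and 4.39, a difference of -5.93. Its reads were 413 with PAK4 siRNA, 2118 with non-targeting siRNA, 2305 with inhibitor and 105 with DMSO. It is 1 of 55 U1 gene copies with reads, and reads of near-identical copies could be assigned to different copies in different libraries. In the siRNA comparison the sum over the copies had a log2 ratio of -0.40, far less than RNU1-4 or RNU1-2, in line with such reassignment. In the inhibitor comparison the sum had a log2 ratio of 1.35, which reassignment among the annotated copies would not produce. RNVU1-31 held 2305 of the 2700 U1 reads with inhibitor and 105 of the 1015 with DMSO. What raised its reads was not tested.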

How the results depend on the processing

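The settings listed as added in the methods, and their results here, were chosen after the data were seen. No paired analysis was possible because each group had 1 library and the replicate numbers are only names.

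The number of genes past 2-fold depended most on how genes with few reads were treated. With a pseudocount of 5 it was 3024 for siRNA, 1749 for inhibitor, 6707 between the controls and 189 for the same direction in both. With a mean of at least 5 these were 4071, 1869, 7009 and 456, and with a mean of at least 50 they were 1595, 317, 3428 and 104. Requiring a counting interval that excluded no change gave 3101, 1844, 7206 and 222. TMM-scaled CPM, which left 16500 genes to compare, gave 2528, 766, 5114 and 152. Without an expression minimum the inhibitor count was 9700. These settings remove, damp or add genes with few reads, and counting error alone gave 3129 genes in the siRNA comparison at a mean of at least 1 and 20.5 at a mean of at least 50. A threshold of 1.5-fold gave 12194 for siRNA, 9491 for inhibitor and 2996 for both, and 3-fold gave 3302, 2407, 6347 between the controls and 285, by construction. The order of the 3 comparisons, with the controls first and the inhibitor last, was the same under each of these settings for which all 3 counts are given.

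The correlation across genes between the 2 comparisons rose from 0.05 to 0.17 at a mean of at least 50, where counting error is smaller. Median-ratio scaling over 4 libraries, equal totals, equal depth, removal of GC and length trends and a pseudocount of 0.1 left each count of genes within 1.5 times its value. PAK4 in the siRNA comparison ranged from -2.998 with equal totals to -2.73 with a pseudocount of 5.

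Among medians of gene lists, 9 values changed sign. Mesenchymal genes with inhibitor were at -0.029 without an expression minimum, which added members with few reads. The p53 targets with inhibitor were at -0.046 with common median-ratio scaling, -0.010 with equal totals and -0.032 with TMM, from a value near 0. Basal genes between the controls were at 0.31, 0.17 and 0.33 under the same scalings, 0.15 with trends removed and 0.13 at equal depth, against -0.10. Median-ratio scaling and equal totals shift nearly all genes of a comparison alike. With the former, mitosis genes between the controls also moved, from 2.30 to 2.71, while the percentile of the basal genes went from 74.8 to 70.5 and that of the p53 targets from 33.4 to 32.2. For the change of the basal genes with trends removed, the cause was not tested. Of the other values of lists, 375 kept their direction and their side of the limits, 8 came to stand apart and 7 no longer did. Of the values of single genes, 224 were the same and 3 were weaker. The correlation between the experiments moved by more than 0.1 under 5 settings and by less under the other 5.

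Depth limited the genes with few reads. A mean of 1 corresponds to about 1 read per library, and at that minimum 12.2% of unchanged simulated genes passed 2-fold in the siRNA pair.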

Other observations

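Tests in this part were chosen after the results were seen, with some exceptions. The test on the leukocyte receptor complex was set before its values were looked at. Equal totals and median-ratio scaling were settings fixed in advance. Their use to weigh an explanation, and with a mean of at least 50, was chosen afterwards.

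The siRNA comparison had more genes past 2-fold than the inhibitor comparison, 1595 against 317 at a mean of at least 50. The ratio of the counts was 4.29 at equal depth, 4.94 with GC and length trends removed and at lowest 4.79 over 4 scalings. Lower depth of the PAK4 siRNA library, these trends and the scaling are thus unlikely as the whole cause. A stronger effect of transfection or knockdown than of 5 nM inhibitor, a change of growth state between the libraries and handling stay open.

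The 2 control libraries differed from each other at more genes than either treated library from its control. The ratio of this count to that of the siRNA comparison was 2.04 with 1 scaling over the 4 libraries, 2.02 at equal depth and 2.27 with the trends removed, which argues against the authors' separate scaling, depth and these trends as the whole cause. If cells of another line, with another copy-number profile, had been used in 1 experiment, neighbouring genes should shift together. Medians over blocks of 5 Mb spread 1.12 times as much between the experiments as after shuffling genes, less than the 1.33 of the siRNA pair and the 1.71 obtained when 6 chromosomes were shifted 1.5-fold in simulation. This argues against such a difference of that size. The 2 differences between the experiments, treated and control, had a correlation across genes of 0.74 at a mean of at least 50. A difference in handling or library batch could give this, but so could transfection itself, and the 2 cannot be told apart because every transfected library belongs to 1 experiment.

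Mitosis genes were lower in the PAK4 siRNA library. Their median log2 fold change was -1.63 at equal depth and -1.57 with GC and length trends removed, and over the scalings the value nearest to 0 was -1.61. None of these is likely to be the whole cause. Mitosis genes were also higher in the non-targeting library than with DMSO, so the fall cannot be assigned to either library of the siRNA pair. Over all 1595 genes past 2-fold at a mean of at least 50, the non-targeting library was the farther one from the inhibitor pair at 56.4%. The share differed between lists. It was 24 of 24 for mitosis genes, with median log2 distances of 2.78 for non-targeting and 1.08 for PAK4 siRNA, and 21 of 21 for replication genes, but 0 of 7 for sterol synthesis genes and 1 of 8 for actin and SRF/YAP targets. These 4 lists were all higher in the non-targeting library than with DMSO, so their split follows the direction of the siRNA fold change and decides nothing. The share was 6 of 9 for epithelial genes and 2 of 6 for basal genes. Epithelial genes rose with siRNA but had a median of -1.05 in the non-targeting library relative to DMSO. The members of these lists are too few to decide the question. A departing control library was neither excluded nor shown. A lower growth rate after PAK4 knockdown is a hypothesis, and a faster-growing non-targeting culture is another; these data cannot separate them.

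FP236383.2 and FP236383.3 fell from 2132 and 2138 reads with DMSO to 12 and 11 with inhibitor. They and FP671120.3 have identical annotated sequences of 923 bases on chromosome 21, and each lies 1265 or 1271 bases below the start coordinate of a 5.8S ribosomal RNA gene in the annotation. FP671120.3 had 265 reads with inhibitor and 1142 with DMSO. If reads had only been divided differently among these 3 copies, their sum should have changed little, but it had a log2 ratio of -4.29. Movement among the 3 copies is thus unlikely as the whole cause. A further copy, FP671120.4, is 88.5% identical and had 3466 reads against 3388, so it did not gain the reads the others lost, and the sum over all 4 copies had a log2 ratio of -1.29. Loss of reads to unannotated copies, or a difference in ribosomal RNA content between the libraries, could remain and was not tested. In the siRNA comparison the sum over the 3 copies had a log2 ratio of 2.58 and that over all 4 copies 1.72, the opposite direction. Other structural RNAs were also lower with inhibitor, with log2 ratios of -2.25 for RNU4-2, -1.92 for RNU4-1, -1.83 for SNORD3A and -1.79 for SNORD3B-1, whereas the sum of the U1 copies was higher, at 1.35. In the siRNA comparison these were 0.11, -0.18, 2.01, 1.04 and -0.40 in the same order, with no common direction. With inhibitor, the single genes named all fell, and the U1 sum rose through RNVU1-31, with 2305 reads against 105. Other U1 copies, RNVU1-7 (-1.58) and RNVU1-27 (-0.81), were lower with inhibitor, while RNU1-2 had 10 reads against 4. A common cause of these falls was not tested.

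Genes of the major histocompatibility complex had almost no reads in any library. Among them were 10 genes that dividing cells in general use, chosen after their values were seen: TUBB, HSPA1A, DDX39B, CSNK2B, BAG6, CLIC1, FLOT1, ABCF1, VARS1 and PRRC2A. All 10 had 0 reads, whereas B2M on chromosome 15 had between 150 and 297 reads. That the cells do not express the region is therefore unlikely as the cause. A candidate explanation is that reads that match alternate sequences of the reference as well were not counted. The leukocyte receptor complex of chromosome 19 also has alternate sequences in GRCh38, so widely used genes there should then lack reads too. Of 9 such genes named in advance, 7 had 3 reads or fewer in each library, among them RPS9 at 0, and the others, CNOT3 and MBOAT7, had at most 10. RPS18 on chromosome 6 was at 0 as well, while the median over 84 ribosomal protein genes of the highest count in a library was 1658. These values are what uncounted reads would give, and genes listed at 0 in such regions should not be read as silent. However, genes of identical annotated sequence did hold reads. FP236383.2 and FP236383.3 had 2132 and 2138 with DMSO, and RNU1-4 and RNU1-2 had 268 and 273 with PAK4 siRNA. This argues against a loss of every read that matches more than 1 place, so which reads were left out stays open. Among 641 windows of 1 Mb with at least 10 protein-coding genes, 13 had at least 95% at this floor, 4 of them on chromosome 6. The other windows were not tested.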
